# Inhibition of Aerobic Glycolysis Attenuates Disease Progression in Polycystic Kidney Disease

**DOI:** 10.1371/journal.pone.0146654

**Published:** 2016-01-11

**Authors:** Meliana Riwanto, Sarika Kapoor, Daniel Rodriguez, Ilka Edenhofer, Stephan Segerer, Rudolf P. Wüthrich

## Abstract

Dysregulated signaling cascades alter energy metabolism and promote cell proliferation and cyst expansion in polycystic kidney disease (PKD). Here we tested whether metabolic reprogramming towards aerobic glycolysis (“Warburg effect”) plays a pathogenic role in male heterozygous Han:SPRD rats (Cy/+), a chronic progressive model of PKD. Using microarray analysis and qPCR, we found an upregulation of genes involved in glycolysis (*Hk1*, *Hk2*, *Ldha*) and a downregulation of genes involved in gluconeogenesis (*G6pc*, *Lbp1*) in cystic kidneys of Cy/+ rats compared with wild-type (+/+) rats. We then tested the effect of inhibiting glycolysis with 2-deoxyglucose (2DG) on renal functional loss and cyst progression in 5-week-old male Cy/+ rats. Treatment with 2DG (500 mg/kg/day) for 5 weeks resulted in significantly lower kidney weights (-27%) and 2-kidney/total-body-weight ratios (-20%) and decreased renal cyst index (-48%) compared with vehicle treatment. Cy/+ rats treated with 2DG also showed higher clearances of creatinine (1.98±0.67 vs 1.41±0.37 ml/min), BUN (0.69±0.26 vs 0.40±0.10 ml/min) and uric acid (0.38±0.20 vs 0.21±0.10 ml/min), and reduced albuminuria. Immunoblotting analysis of kidney tissues harvested from 2DG-treated Cy/+ rats showed increased phosphorylation of AMPK-α, a negative regulator of mTOR, and restoration of ERK signaling. Assessment of Ki-67 staining indicated that 2DG limits cyst progression through inhibition of epithelial cell proliferation. Taken together, our results show that targeting the glycolytic pathway may represent a promising therapeutic strategy to control cyst growth in PKD.

## Introduction

Autosomal dominant polycystic kidney disease (ADPKD) is the most common genetic renal disease, characterized by progressive development of innumerable cysts in both kidneys. The development and relentless growth of cysts lead to kidney enlargement and compression of renal parenchyma, leading to subsequent loss of renal function [1,2]. Recent studies have indicated that various signaling cascades are dysregulated in ADPKD, including activation of mTOR and downregulation of AMPK signaling, and enhanced vasopressin-mediated cAMP and ERK signaling [3,4,5,6]. Favourable results from several clinical trials targeting these pathways have led to the development of therapeutic concepts for ADPKD, yet treatment is not available for the majority of patients [7].

A promising strategy to achieve therapeutic selectivity and efficacy in ADPKD is to take advantage of the fundamental difference between cyst epithelial cells and normal epithelial cells in their energy metabolism. A recent study by Rowe et al. has shown that glycolysis was enhanced in a mouse model of ADPKD and also in kidney tissues from patients with ADPKD [8]. Metabolomic profiling of extracellular medium of embryonic fibroblast cultures derived from *Pkd1*^*-/-*^ and *Pkd1*^*+/+*^ mice indicated increased glucose uptake and lactate production and enhanced glycolytic enzyme gene expression in the mutant cells [8]. Using 2-deoxyglucose (2DG), an analog of glucose that blocks glycolysis, they found that cyst growth could be inhibited in rapidly progressing mouse models of polycystic kidney disease (PKD). Although the tested models did not allow for assessment of renal function, the data suggested that targeting glycolysis might represent a novel therapeutic strategy in ADPKD.

The purpose of the present study was to extend the above observations and to examine whether 2DG could be used in a chronic progressive rat model of PKD. Here we show that cystic kidneys in Han:SPRD rats display metabolic reprogramming in the sense of a ‘Warburg effect’ and that 2DG improved renal functional loss and cyst progression through normalization of intracellular signaling pathways.

## Methods

### Animals

The Han:SPRD rat colony was established in our animal facility from a litter which was obtained from the Rat Resource and Research Center (Columbia, MO, USA). Heterozygous cystic (Cy/+) and wild type normal (+/+) rats were used in this study. Han:SPRD rats carry a missense mutation in *Anks6* (also called *Pkdr1*), leading to an R823W substitution in SamCystin, a protein that contains ankyrin repeats and a sterile alpha motif (SAM) [9]. Han:SPRD Cy/+ rats develop a slowly progressing form of PKD which resembles phenotypically human ADPKD [10]. Only male rats were used in this study since cysts develop more rapidly in male compared with female rats [11]. The protocol has been approved by the committee on the Ethics of Animals Experiments at the University of Zurich (Licence Number: 174–2013). Rats had free access to tap water and standard rat diet.

### Genechip expression analysis

Affymetrix GeneChip^®^ rat genome 230 2.0 arrays were used according to the manufacturer's instructions (Affymetrix Inc., Santa Clara, CA, USA). Briefly, 5 μg of total RNA from 5-week old Cy/+ and +/+ rat kidneys was used as starting material to generate biotin-labeled cRNA samples, which includes cDNA synthesis using oligo-dT/T7 primers, followed by *in vitro* transcription (one-cycle labeling protocol). Labeled cRNA samples (15 μg) were randomly fragmented to 35–200 bp and hybridized on arrays for 16 h. After washing the arrays the fluorescent intensity emitted by the labeled targets was measured by an Affymetrix GeneChip^®^ Scanner 3000. Finally, the hybridization images were analyzed using Affymetrix GCOS 1.2 software.

### Reverse transcription and real-time PCR

RT-PCR analyses were performed as described previously [12,13]. Total RNA was reverse-transcribed and PCR was carried out using SYBR^®^ Green JumpStart Taq ReadyMix (Sigma-Aldrich, St Louis, MO, USA). Real-time PCR analyses were performed with the ABI PRISM 7500 Sequence Detection System (Applied Biosystems, Rotkreuz, Switzerland), according to the instructions of Applied Biosystems. The expression levels of β-actin were used as a housekeeping gene. Relative quantification of all targets was calculated by the comparative cycle threshold method outlined by the manufacturer (User Bulletin No. 2; Applied Biosystems, Rotkreuz, Switzerland).

### Experimental protocol

Male Cy/+ and +/+ rats were weaned and then treated at 5 weeks of age with 500 mg/kg/day 2DG (Cy/+: n = 10; +/+: n = 10) or vehicle NaCl (Cy/+: n = 10; +/+: n = 10) by daily subcutaneous injection for 5 weeks throughout the treatment phase. The dose of 2DG or vehicle was adjusted daily to the body weight of the rats. For blood collection, rats were anesthetized with inhalation of 1.5–3.5% isoflurane. Metabolic cages were used to collect 24-hour urine samples and to monitor food and fluid intake. Rats were acclimatized to the metabolic cage for an hour every day for three consecutive days prior to the actual metabolic cage experiment. All animals were sacrificed at week 10 by CO_2_ euthanasia.

### Blood and urine chemistries

Plasma and 24-hour urines were collected from rats at week 5, 7.5 and 10 and aliquots were rapidly frozen and stored at -80°C until measurement. Glucose, sodium, chloride, creatinine, blood urea nitrogen (BUN) and uric acid concentrations were determined in plasma and urine using a Cobas 8000 Modular Analyzer from Roche Diagnostics AG (Rotkreuz, Switzerland). Plasma and urine osmolality were measured by using an Advanced Osmometer Model 2020 (Advanced Instruments Inc., Norwood, MA, USA). Urinary albumin concentration was determined using a rat albumin ELISA kit (Genway, San Diego, CA, USA), as previously described [14]. Albuminuria was expressed as total urinary albumin excretion over 24-hour. Urine proteins were also analyzed by non-reducing SDS-PAGE and Coomassie blue staining.

### Tissue processing, periodic acid-Schiff staining, and cyst index measurement

At the age of 10 weeks, all rats were sacrificed and kidneys were excised, decapsulated and weighed. For histological examination, one of the kidneys from each animal was sliced perpendicularly to the long axis at approximately 2 mm intervals. Slices from the midportion of the kidneys were fixed in 4% buffered formalin and submitted to subsequent paraffin embedding. Serial sections of 3 μm thickness per paraffin block were cut and stained with periodic acid-Schiff (PAS) following a routine protocol. The stained sections were subjected to cyst index analysis, using the HistoQuest image analysis software (TissueGnostics, Vienna, Austria) to determine the cyst area (CA) and the total area (TA). The cyst index was calculated as CA/TA*100.

### Immunohistochemical detection of proliferation

Immunohistochemistry for Ki67 was performed on 3-μm tissue sections. In brief, the tissue sections were deparaffinized and rehydrated. The antigen retrieval was performed in an autoclave oven. Primary mouse anti-Ki67 antibody (BD Pharmingen, San Jose, CA, USA) and biotinylated secondary antibody (Vector, Los Angeles, CA, USA) were used. This was followed by the application of the ABC reagent, using 3,3’-diaminobenzidine with metal enhancement as the detection reagent. The stained sections were subjected to analysis using the HistoQuest image analysis software (TissueGnostics, Vienna, Austria) to quantify the number of Ki67-positive nuclei over the total area of the kidney section.

### Primary TEC cultures

Primary cultures of renal tubular epithelial cells (TECs) from 10-week-old +/+ and Cy/+ kidneys were prepared by mincing the kidneys and digesting the tissues with 1 mg/ml collagenase with gentle agitation for 1 h at 37°C. The suspension was allowed to sediment for 1 min. Cells were collected by harvesting the supernatant twice, and were then washed three times with 10% fetal bovine serum (FBS)/Hanks balanced salt solution. Isolated cells were resuspended in K1 medium (1:1 mixture of Dulbecco’s modified Eagle’s medium and Ham’s F-12 medium supplemented with 5% FBS, 10 mmol/l HEPES, 42 mmol/l sodium bicarbonate, 50 ng/ml insulin, 50 nmol/l hydrocortisone, 50 ng/ml transferrin, 5 pmol/l triiodothyronine, 20 ng/ml rat EGF, 100 IU/ml penicillin, and 100 μg/ml streptomycin). Cells were then seeded in collagen type 1–precoated culture dishes and grown to confluence. The medium was changed to a K1 medium with 0.5% FBS for 24 h, and the cells were then incubated with 2DG at various concentrations for 24 h. Cell viability was assessed by MTS assay following standard protocols.

Normal human kidney epithelial cells (NHK) were obtained from ATCC (ATCC^®^ PCS-400-010^™^, Manassas, VA, USA). ADPKD cells were prepared from nephrectomy material as previously described [15], after obtaining ethical approval from the ethics committee of the canton of Zurich, Switzerland, and informed oral consent. The culture conditions for ADPKD and NHK cells were similar to that of rat primary renal tubular epithelial cells.

### Western blotting analysis

Snap frozen kidney tissue was homogenized and tissue lysates or cell culture lysates were resolved by SDS–polyacrylamide gel electrophoresis, transferred to nitrocellulose membranes, and probed with primary antibodies. Mouse anti-Phospho-p70-S6K (Thr389), rabbit anti-p70-S6K mouse anti-Phospho-Erk1/2 (Thr202/Tyr24), rabbit anti-Erk1/2, rabbit anti-Phospho-AMPKα (Thr172), mouse-anti-Phospho-Akt (Ser473), rabbit anti-Akt and anti-caspase-3 antibodies were obtained from Cell signaling Technology, Beverly, MA, USA. Mouse anti-AMPKα was obtained from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Anti-mouse and anti-rabbit secondary antibodies were purchased from Licor Biosciences (Lincoln, Nebraska, USA).

### ATP and lactate quantification

Intracellular ATP was quantified by luciferase activity according to the standard protocol in the ATP Determination kit (Invitrogen, Life Technologies, Zug, Switzerland). The concentration of lactate in cell culture supernatants and in kidney tissue from Han:SPRD rats was measured using the EnzyChrom L-lactate Assay Kit (BioAssay Systems, Hayward, USA), according to the manufacturer’s instructions.

### *In vitro* BrdU Proliferation Assay

*In vitro* proliferation of primary TEC was analyzed with the colorimetric cell proliferation BrdU assay kit (Roche Applied Science, Indianapolis, USA) according to the manufacturer’s instruction. Briefly, cells were cultured in 96-well plates with or without 2DG. After 48 hours, cells were labeled using 10 μM BrdU per well and re-incubated overnight at 37°C in a humidified atmosphere. The next day, the culture media was removed, the cells were fixed, and the DNA was denatured in one step by adding FixDenat solution. Cells were incubated with anti-BrdU-POD antibody, washed and the substrate solution was added. The reaction product was quantified by measuring the absorbance using a spectrophotometer at 370 nm with a reference wavelength of 492 nm.

### In vitro Cell Apoptosis Assay

Cells were cultured in 6-well plates with or without 2DG at a concentration of 1, 5, and 10 mM. After 24 hours, cells were collected following detachment with trypsin, resuspended in 140 mM NaCl, 10 mM HEPES, and 2.5 mM CaCl_2_ and incubated with annexin V-FITC (Roche Diagnostics, Basel, Switzerland) for 30 minutes at room temperature according to the manufacturer’s instructions. Flow cytometric analyses were performed using a BD-FACScan flow cytometer (BD Biosciences, San Jose, CA, USA). Data were analyzed using FlowJo software (Treestar Inc., Ashland, OR, USA.).

### Statistical analyses

All data are expressed as means ± SEM unless otherwise stated. Statistical analyses were performed using Student’s-*t-*test and ANOVA with Dunnett *post-hoc* test for multiple comparison analysis using GraphPad Prism version 5.0 (Graph Pad Inc., San Diego, CA, USA). A value of *P* <0.05 was considered as statistically significant.

## Results

### Increased glycolysis and decreased gluconeogenesis in polycystic kidney disease

First we performed microarray gene expression analysis on mRNA transcripts from kidney tissues from Han:SPRD Cy/+ and wild-type +/+ male rats to examine the glycolysis and the gluconeogenesis pathways of glucose metabolism. 

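Kidney RNA of 3 Cy/+ and 3 wild-type +/+ male rats was analysed here, with 1 oligonucleotide array per sample. Cy/+ rats are heterozygous for a mutation in Anks6 and develop cystic kidneys. The methods give the age of the rats as 5 weeks and the sample labels as 10 weeks, and the heat map of Fig 1A has more than 3 columns per genotype. The samples are numbered 1 to 3 in each genotype, and no source used here states that each came from a separate rat, so the p-values measure the spread between these samples, which may be technical. Biotin-labeled cRNA was made from 5 μg of total RNA, and the authors read the arrays with GCOS 1.2. The labels name MAS5 as the processing, and the deposited values are linear signal intensities from 10.65 to 32240 that come without detection calls. They were taken to log2 without further scaling. The 18625 probe sets whose mean over the 6 arrays reached the 40th percentile, a linear signal of 77.8, were tested with limma, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each gene was represented by its probe set of highest mean signal. The limma comparison, its threshold, the gene lists and the test of the 3' to 5' ratios were fixed before the data were examined. The test of the spiked-in controls was chosen after their values were seen.

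Pairs of +/+ arrays correlated at 0.997 (Pearson r over the log2 signals of all probe sets, which are not independent replicates), pairs of Cy/+ arrays at 0.982 to 0.990, and pairs across the genotypes at 0.907 to 0.940. In Cy/+ kidneys 6661 probe sets were higher and 5830 lower, which is 67.1% of those tested. The signals also differed between the genotypes in controls that carry no rat RNA. All 18 probe sets of the bacterial and phage genes spiked into the hybridization were brighter on every Cy/+ array than on every +/+ array, with a median of 1.83-fold, and so were all 24 probe sets of the spiked-in poly-A controls, with a median of 3.82-fold (exact two-sided permutation test on the medians, p = 0.1, the smallest p that 3 arrays against 3 allow). The ratio of the 3' to the 5' control probe set of beta-actin, a measure of RNA integrity and labeling, was 3.22 ± 0.26 (SD, n = 3) in Cy/+ and 1.51 ± 0.0057 (SD, n = 3) in +/+ kidneys. For Gapdh the same ratio was 1.85 ± 0.10 in Cy/+ and 1.18 ± 0.036 in +/+ kidneys, and for hexokinase, whose 5' probe set lay below the threshold for testing in both genotypes, it was 4.46 ± 0.050 in Cy/+ and 3.83 ± 0.053 in +/+ kidneys (for each of the 3 ratios, exact two-sided permutation test, p = 0.1), a log2 difference of 0.22 that was 0.051 with quantile normalization.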

The microarray results are available online (accession number GSE75578) at the NCBI Gene Expression Omnibus (GEO). The mRNA levels of several genes involved in the glycolysis pathway were upregulated, whereas transcript levels of genes encoding for enzymes in gluconeogenesis were significantly donwregulated (Fig 1A and 1B). This observation was confirmed by quantitative real-time PCR analysis which demonstrated upregulation of key genes involved in the glycolysis pathway (*Hk1*, *Hk2*, *Ldha*) and downregulation of key genes involved in the gluconeogenesis pathway (*Fbp1*, *Fbp2*, *G6pc*) in the kidney tissues of Cy/+ rats versus +/+ rats (Fig 1C). Furthermore, upregulation of *Hk1* and *Hk2* genes was also observed in primary cell cultures of human ADPKD as compared to control primary cultures of normal human kidney (NHK) epithelial cells (Fig 1D).

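Hk1, which encodes a hexokinase, and Pfkp, which encodes a phosphofructokinase, were 2.21-fold and 2.31-fold higher in Cy/+ than in +/+ kidneys. Ldha, which encodes a subunit of lactate dehydrogenase, was 1.43-fold higher. Fbp1, which encodes the fructose-bisphosphatase of gluconeogenesis, had a signal of 17250 ± 854 (SD, n = 3) in +/+ and of 1815 ± 1005 (SD, n = 3) in Cy/+ kidneys. Of the 16 glycolysis enzymes tested, 6 were higher, 5 were lower and 5 did not pass the test in Cy/+ kidneys (the same 6 and 5 when adjusted over the list alone), with a median log2 fold change of 0.012. The 7 tested genes listed for gluconeogenesis, apart from the glycolysis enzymes, are those of enzymes and of the transporter Slc37a4. Of these 7, 1 was higher, 4, Slc37a4 among them, were lower and 2 did not pass (1 and 4 when adjusted over the list alone). Their median log2 fold change was -2.42.

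The log2 fold change of Hk1 was 1.14 (standard error 0.12, adjusted p = 0.000181 from limma), from 777 ± 41.1 (SD, n = 3) in +/+ to 1727 ± 241 (SD, n = 3) in Cy/+ kidneys. Of the hexokinase control probe sets, which the annotation also gives to Hk1, that of the middle of the transcript was lower in Cy/+ kidneys, with a log2 fold change of -0.66 (adjusted p = 0.00224 from limma), and those of the 3' and the 5' end did not pass, at 0.17 (adjusted p = 0.385) and -0.044 (adjusted p = 0.838). Pfkp had a log2 fold change of 1.21 (standard error 0.12, adjusted p = 0.000149) and Ldha one of 0.52 (standard error 0.08, adjusted p = 0.00119), both from limma. The other enzymes that were higher were Pfkl, Eno2 and Eno3, and the signal of Eno2 in +/+ kidneys, 46.4, lay below the threshold for testing, as did both means of Hk2. Pgam2, whose mean over the 6 arrays lay below the threshold, is not in these counts; its signal was 109.0 ± 8.8 (SD, n = 3) in +/+ and 35.4 ± 3.1 (SD, n = 3), below the threshold, in Cy/+ kidneys. The 5 lower enzymes were Pklr (log2 fold change -2.24), which encodes the pyruvate kinase of liver and red cells, Eno1 (-1.16), Ldhb (-0.54), Tpi1 (-0.47) and Pgk1 (-0.37). A probe set that the annotation gives jointly to Pkm and a pseudogene, left out of these counts, was 0.98 higher on the log2 scale (adjusted p = 0.00558 from limma). One given jointly to Gapdh and Gapdhl10 had a log2 fold change of -0.43 (adjusted p = 0.00333 from limma), while the control probe sets of Gapdh fell by 0.34 at the 3' end, by 0.66 in the middle and by 0.99 at the 5' end of the transcript.

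In gluconeogenesis, the ratio of Cy/+ to +/+ for Fbp1 was 0.0903, and 0.139 without Cy/+ replicate 2. With all arrays Fbp1 had a log2 fold change of -3.47 (standard error 0.47, adjusted p = 0.000587 from limma). Pc, which encodes pyruvate carboxylase, had one of -3.21 (standard error 0.14, adjusted p = 2.02e-05), Pck1, the cytosolic phosphoenolpyruvate carboxykinase gene, one of -2.51 (standard error 0.55, adjusted p = 0.00542), and Slc37a4, which encodes the glucose-6-phosphate transporter, one of -2.42 (standard error 0.12, adjusted p = 2.25e-05). Pck2, the gene of the mitochondrial carboxykinase, was the enzyme that was higher, by 0.79 on the log2 scale. The probe set of the annotation's joint entry for Psme3, Aoc3 and G6pc1 whose accession is a G6pc1 transcript, also left out of the counts, had a log2 fold change of -4.23 (adjusted p = 0.000254 from limma), and the other probe sets of this entry were lower too, at -1.11, at -0.31 and, for that with a Cy/+ mean log2 signal below the threshold for testing, without an exact fold. The 20 tested markers of the proximal tubule, the segment that carries out gluconeogenesis in the kidney, were all lower in the same arrays, with a median log2 fold change of -2.56. With quantile normalization 5 glycolysis enzymes were higher and 3 lower, and with each array centred on its median, which lowers every log2 fold change by 0.12, 4 were higher and 7 lower. Beside its measurements of lactate and ATP and its experiments with 2DG, the paper sets the transcript changes shown in Fig 1A and 1B. It adds PCR of kidneys and of human ADPKD cells, and the effects of rapamycin and metformin on glycolytic transcripts and lactate in these cells. It proposes that metabolism in PKD shifts to aerobic glycolysis.

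**Figure D1:**
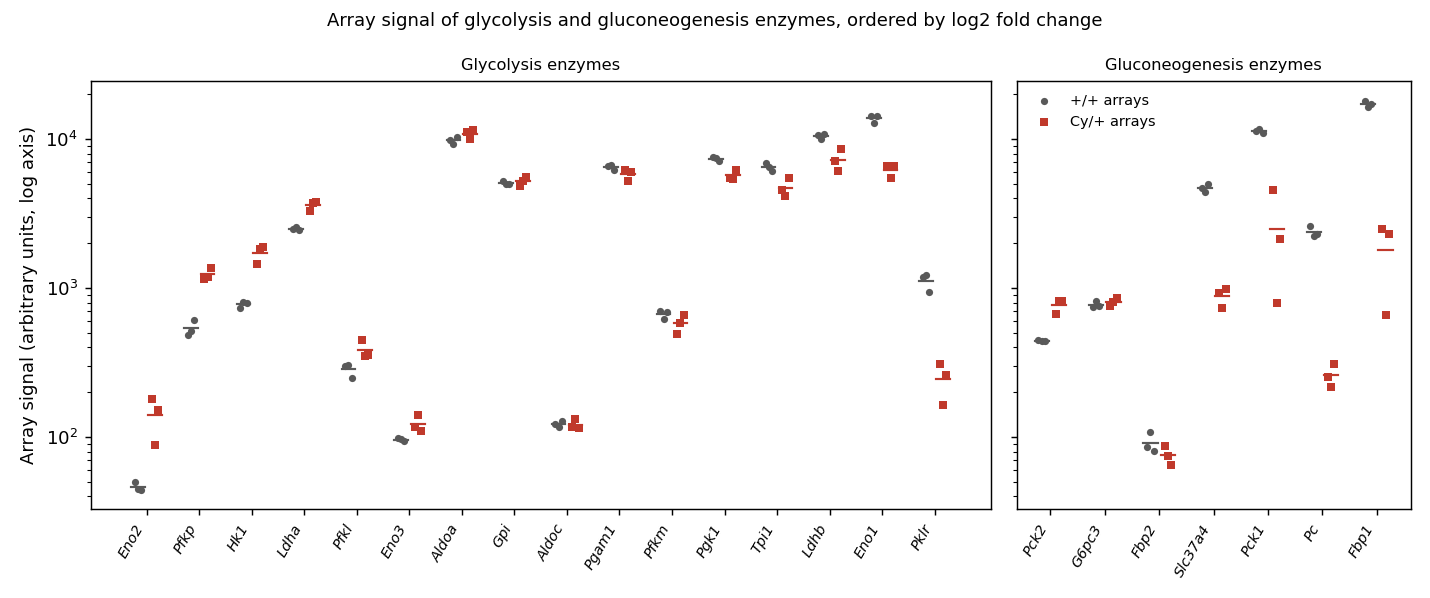
Signal of each array on a log axis in arbitrary units for the 16 glycolysis enzymes and the 7 gluconeogenesis genes tested. Circles are +/+ arrays, squares are Cy/+ arrays and lines are the mean of each genotype. Signals of different genes are not comparable with each other; for Fbp1 the +/+ mean is 17250 and the Cy/+ mean 1815, and the Cy/+ arrays of Fbp1 and Pck1 spread more widely than the +/+ arrays.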

**Fig 1:**
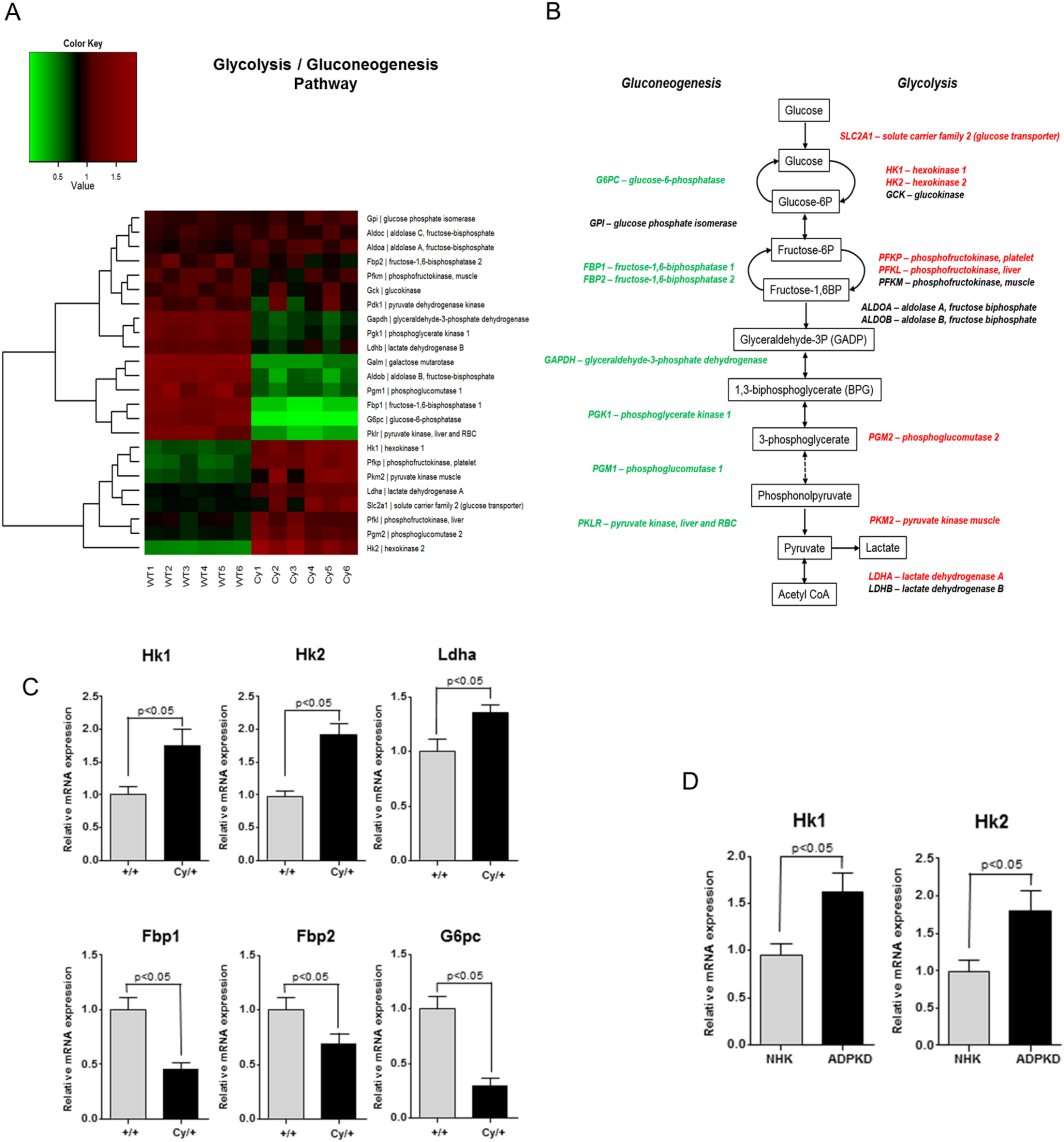
Dysregulation of the glycolysis and gluconeogenesis pathways in rat polycystic kidney disease. (A) Microarray analysis showing differential expression of genes coding for glycolysis and gluconeogenesis enzymes in Han:SPRD Cy/+ and wild-type +/+ kidneys. Upregulated genes are shown in red, and downregulated genes are shown in green. (B) Schematic diagram showing the glycolysis/gluconeogenesis cascades. In red, upregulated genes; green, downregulated genes; black, genes unchanged in kidneys from Cy/+ rats compared with wild-type +/+ kidneys. (C) Real-time quantitative PCR analysis of genes coding for key enzymes involved in glycolysis/gluconeogenesis in kidneys from Cy/+ rats and +/+ rats. (D) Real-time quantitative PCR analysis of the hexokinase-1 (Hk1) and hexokinase-2 (Hk2) genes in primary cell cultures of human ADPKD and control NHK cells. The expression levels of β-actin were used as a housekeeping gene.

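The genes drawn in red, green and black were chosen by the study and are not independent evidence of a direction. Of the 6 red genes tested, 5 were higher in Cy/+ kidneys and none was lower, with a median log2 fold change of 0.57 (5 when adjusted over the list alone). Of the 5 green genes tested, 4 were lower and none was higher, with a median of -0.80 (4 when adjusted over the list alone). Of the 4 black genes tested, 1 was lower and 3 did not pass (1 when adjusted over the list alone), with a median of -0.093. Over the 18 genes of Fig 1A that were tested, 5 were higher, 6 lower and 7 did not pass (5 and 6 when adjusted over the list alone). Their median lay above 0, but at -0.068 with quantile normalization and at -0.11 with arrays centred on the median, and their mean was -0.24, and camera did not pass for them or for the black genes (adjusted p = 0.647 for both).

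Among the red genes, Pgm2, which encodes a phosphoglucomutase, had a log2 fold change of 0.62 (standard error 0.13, adjusted p = 0.00443 from limma) and Pfkl one of 0.43 (standard error 0.13, adjusted p = 0.0243 from limma). Slc2a1, which encodes the glucose transporter GLUT1, had one of 0.51 (standard error 0.22, adjusted p = 0.0759 from limma), at 764 ± 235 (SD, n = 3) in Cy/+ and 521 ± 21.4 (SD, n = 3) in +/+ kidneys. The probe set named for Hk2 had a signal of 34.2 ± 2.1 (SD, n = 3) in Cy/+ and 33.1 ± 2.8 (SD, n = 3) in +/+ kidneys, below the threshold for testing. Among the green genes, Pgm1 had a log2 fold change of -0.80 (standard error 0.09, adjusted p = 0.000292 from limma). Its second probe set gave -1.34. The second tested probe set gave a log2 fold change of -0.90 for Pgk1, against -0.37, and of -1.48 for Pklr, against -2.24. Fbp2, which encodes the fructose-bisphosphatase of muscle, had one of -0.27 (standard error 0.16, adjusted p = 0.167 from limma), at 75.8 ± 11.0 (SD, n = 3), below the threshold for testing, in Cy/+ kidneys. Among the black genes, Gpi and Aldoa had log2 fold changes of 0.032 and 0.15 that did not pass the test, and Ldhb was the lower one. The probe set that represents Pfkm did not pass (-0.22), while the other 2 tested for this gene were lower, at -0.37 and -1.05. That at -0.37 had a mean signal of 72.2, below the threshold for testing, in Cy/+ kidneys. Galm, in the heat map only, was lower, with a log2 fold change of -1.12, and of -1.95 by its second probe set. Pdk1 did not pass, at 0.076 and, by its second probe set, at -0.25.

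Camera, a competitive test of gene sets in limma, was run over 28 lists. By camera the red genes lay higher than the other genes (adjusted p = 0.0416) and the green genes lower (adjusted p = 0.0187). With an estimated correlation between genes the adjusted p was 0.502 for both. No list passed in that setting, not even 17 injury genes that were all higher, so it cannot tell 1 list from another. The estimated correlation of the red genes was -0.0753, below the preset 0.01, so correlation between genes does not account for their lost call. Pfkl did not pass with quantile normalization, with arrays centred on the median, with the methods' test after Benjamini-Hochberg adjustment, or without +/+ replicate 1 or +/+ replicate 3, and Pgk1 did not pass with quantile normalization. With arrays centred on the median 2 black genes were lower, and with quantile normalization or without Cy/+ replicate 2 there was 1 black gene that was higher.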

To extend these observations we measured the intracellular ATP levels and the production of lactate *in vitro* using primary cell cultures of tubular epithelial cells isolated from kidneys of Cy/+ versus +/+ rats. The intracellular ATP levels were significantly increased in the Cy/+ cell cultures as compared to +/+ cell cultures, and were decreased upon incubation of Cy/+ cells with 2DG (Fig 2A). Furthermore, the lactate content in the cell culture media was higher in Cy/+ cell cultures in comparison to +/+ cell cultures, and was also decreased upon incubation of Cy/+ cells with 2DG (Fig 2B). No significant changes in the intracellular ATP levels or lactate content in the cell culture media were observed when +/+ cells were incubated with 2DG (Fig 2A and 2B). Similar observations were obtained in the primary cell cultures of human ADPKD and NHK cells; intracellular ATP levels and lactate in the cellular medium were higher in ADPKD cells as compared to NHK cells, and the levels were diminished upon incubation of ADPKD cells with 2DG (Fig 2D and 2E).

**Fig 2:**
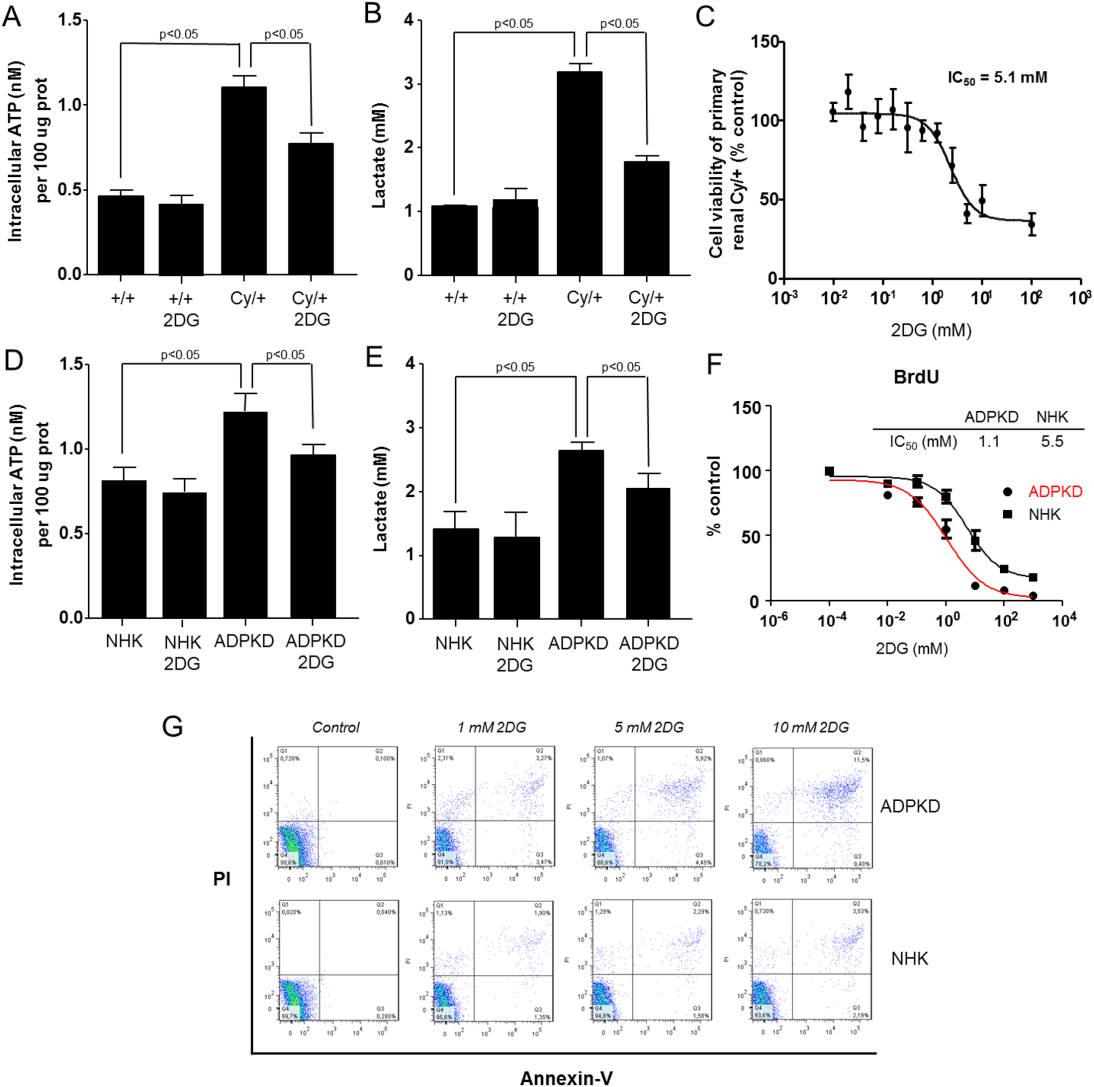
Increased glycolytic phenotype in polycystic kidney disease. (A) Intracellular ATP content in primary cell cultures of tubular epithelial cells isolated from kidneys of Cy/+ and +/+ rats. (B) Lactate concentration in the medium of primary cell cultures of tubular epithelial cells isolated from kidneys of Cy/+ and +/+ rats. (C) Cell growth of primary renal Cy/+ cells upon incubation with increasing concentrations of 2DG, as assessed by the MTS assay. (D) Intracellular ATP content in primary cell cultures of ADPKD and NHK cells. (E) Lactate concentration in the medium of primary cell cultures of ADPKD and NHK cells. (F) Effect of 2DG on cell proliferation of human ADPKD cells and control NHK cells, as quantified by BrdU assay. (G) Effect of 2DG on apoptosis of human ADPKD cells and control NHK cells, as analyzed with annexin-V/propidium iodide (PI) staining using flow cytometry.

To analyze the effect of 2DG on cell proliferation and apoptosis we incubated primary renal tubular epithelial cells from Cy/+ rats with increasing concentrations of 2DG and found reduced cellular growth, as measured by the MTS assay (IC_50_ = 5.1 mM, Fig 2C). We also evaluated the effect of 2DG on cell proliferation and apoptosis of primary cultures of human ADPKD cells and control NHK cells. Incubation with 2DG limited cell proliferation (BrdU assay) and increased apoptosis (annexin-V staining) of primary human ADPKD cells in concentration-dependent manner (Fig 2F and 2G). Of note, the effects of 2DG on cell proliferation and apoptosis were more pronounced on ADPKD cells than on NHK cells, indicating a therapeutic potential of 2DG in human ADPKD (Fig 2F and 2G).

### *In vivo* effect of 2DG treatment

#### Effect of 2DG treatment on kidney weight and morphology

To assess the *in vivo* effect of glycolysis inhibition on cyst development and disease progression, we examined the effects of 2DG treatment in Han:SPRD Cy/+ and +/+ control rats. Rats were treated with 500 mg/kg/day 2DG or vehicle NaCl daily for 5 weeks. Based on the human equivalent dose [16], the amount of 2DG administered is equivalent to approximately 81 mg/kg/day in human. A previous study has reported 63 mg/kg/day to be the clinically tolerable dose for human clinical trials, with reversible side effects observed at a dose range of 63–88 mg/kg/day [17]. The dose used in the current proof-of-concept study should therefore not lead to any significant irreversible adverse effects.

The 5-week treatment with 2DG was generally well tolerated in both animal groups. Side effects included lower body weight and mildly increased diuresis in 2DG-treated Cy/+ and +/+ rats. There were no significant changes in the plasma Na^+^ and Cl^−^, and no difference in plasma glucose levels between 2DG- and vehicle-treated Cy/+ and +/+ rats. At the end of the 5-week treatment phase, the total weight of both kidneys was significantly lower in 2DG-treated Cy/+ rats in comparison with vehicle-treated Cy/+ rats (-27.2%, *P*<0.001; Table 1). The 2-kidneys/body weight ratio was also lower upon 2DG treatment in Cy/+ rats as compared to vehicle treatment (-20.4%, *P*<0.01; Table 1, Fig 3A and 3B).

**Fig 3:**
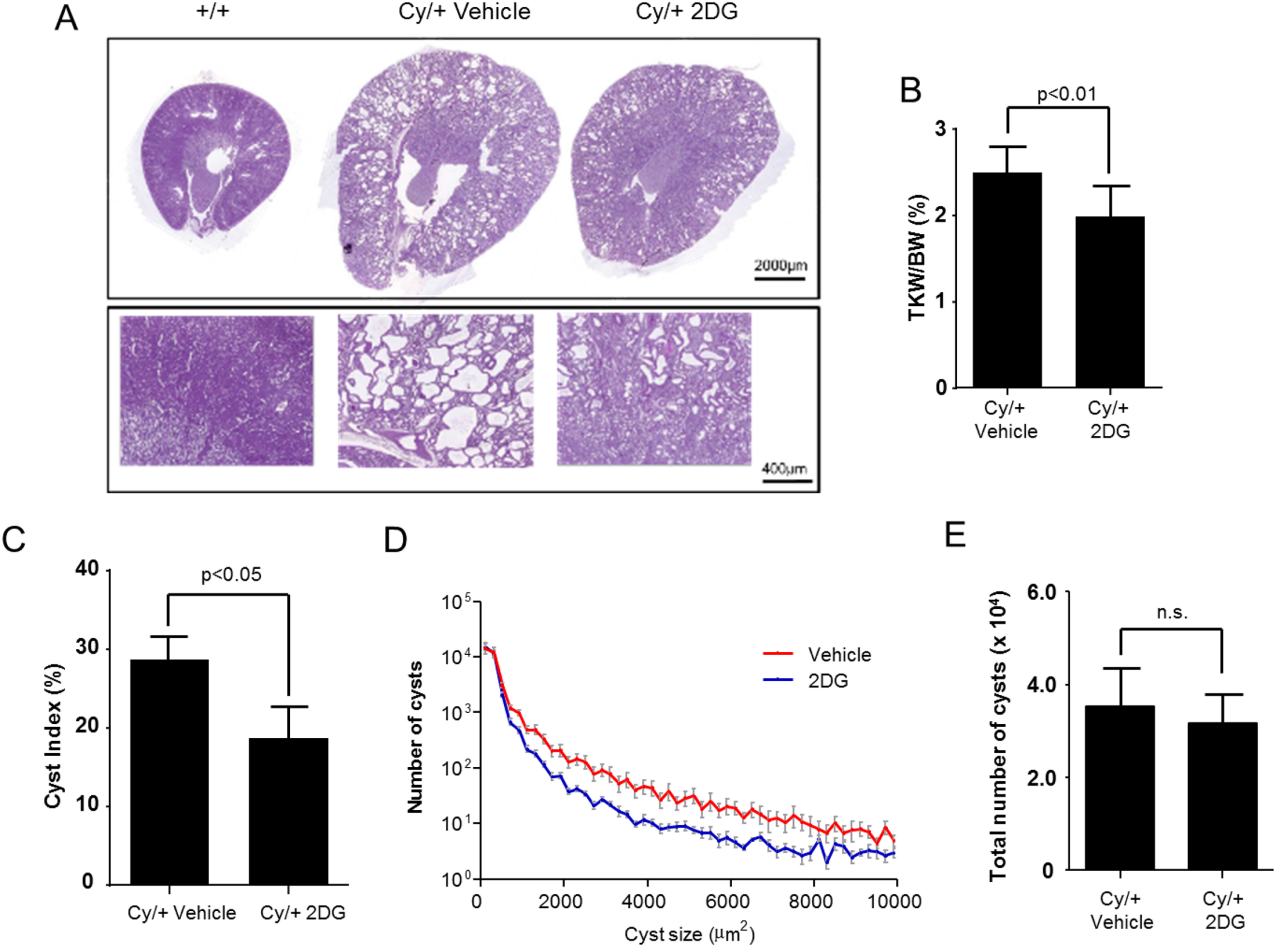
Effect of 2DG treatment on kidney weight and morphology in Han:SPRD Cy/+ rats. (A) Representative images of periodic acid-Schiff staining of kidneys from 10 week old +/+ and Cy/+ rats after 5-week treatment with 2DG or vehicle. (B) Ratio of total kidney weight (TKW) to body weight (BW) in 10 week old Cy/+ rats after 5-week treatment with 2DG or vehicle. (C). Cyst index in kidneys from Cy/+ rats after 5-week treatment with 2DG or vehicle. (D) Frequency distribution of the cyst size, and (E) total number of cysts, in kidneys from Cy/+ rats following 5-week treatment with 2DG or vehicle.

**Table 1:** Effect of 2DG treatment on kidney and body weight.

+/+						Cy/+				
	Baseline	Week 2.5		Week 5		Baseline	Week 2.5		Week 5	
		Vehicle	2DG	Vehicle	2DG		Vehicle	2DG	Vehicle	2DG
**Number of animals (n)**	20	10	10	10	10	20	10	10	10	10
**Age (in weeks)**	5	7.5	7.5	10	10		7.5	7.5	10	10
**Body Weight (g)**	161.4 (17.5)	284.7 (17.9)	266.8 (25.5)	339.2 (28.2)	328 (24.6)	167.4 (20.0)	290.1 (33.2)	263.1 (25.3)	345.0 (31.5)	317.1*(26.0)
**Total kidney weight (g)**				2.38 (2.66)	2.35 (1.75)				8.67 (1.46)	6.31***(1.14)
**%TKW/BW**				0.70 (0.06)	0.72 (0.04)				2.50 (0.29)	1.99**(0.30)

Data are presented as means and standard deviations (in parentheses).

*P<0.05,

**P<0.01,

***P<0.001 when comparing 2DG- versus vehicle-treated groups at each time point. TKW/BW, total kidney weight divided by body weight.

Histomorphological examination of the kidney sections showed that vehicle-treated Cy/+ rats had enlarged kidneys with multiple cysts which were not present in +/+ rats, as expected (Fig 3A). Treatment with 2DG resulted in a reduced size of the kidneys and reduced cyst sizes in Cy/+ rats compared with vehicle treatment (Fig 3A). Furthermore, quantification of the number of cysts on periodic acid Schiff-stained sections showed a significant reduction of the cyst index in 2DG-treated Cy/+ rats as compared to vehicle treatment (Fig 3C). Frequency distribution analysis of the cyst size showed that treatment with 2DG led to a shift in the size profile of the cysts (Fig 3D). The total number of cysts was similar in 2DG- and vehicle-treated rats (Fig 3E), suggesting that 2DG treatment affected cyst growth rather than cyst development in Cy/+ rats.

#### Effect of 2DG treatment on renal function

We then evaluated the effects of 2DG treatment on the parameters of renal function. Cy/+ rats developed significant impairment of renal function as compared to +/+ rats (Fig 4A, 4B and 4C). Following treatment with 2DG, Cy/+ rats had lower plasma creatinine levels as compared to vehicle treatment, with significantly higher clearances for creatinine (Fig 4A), BUN (Fig 4B) and uric acid (Fig 4C). Furthermore, the albumin excretion following treatment with 2DG was significantly lower as compared to vehicle-treated Cy/+ rats (Fig 4D and 4E). Lactate content in the kidneys of vehicle-treated Cy/+ rats were significantly higher than in vehicle-treated +/+ rats (Fig 4F). Treatment with 2DG reduced the level of lactate in the kidneys of Cy/+ rats when compared to vehicle treatment (Fig 4F).

**Fig 4:**
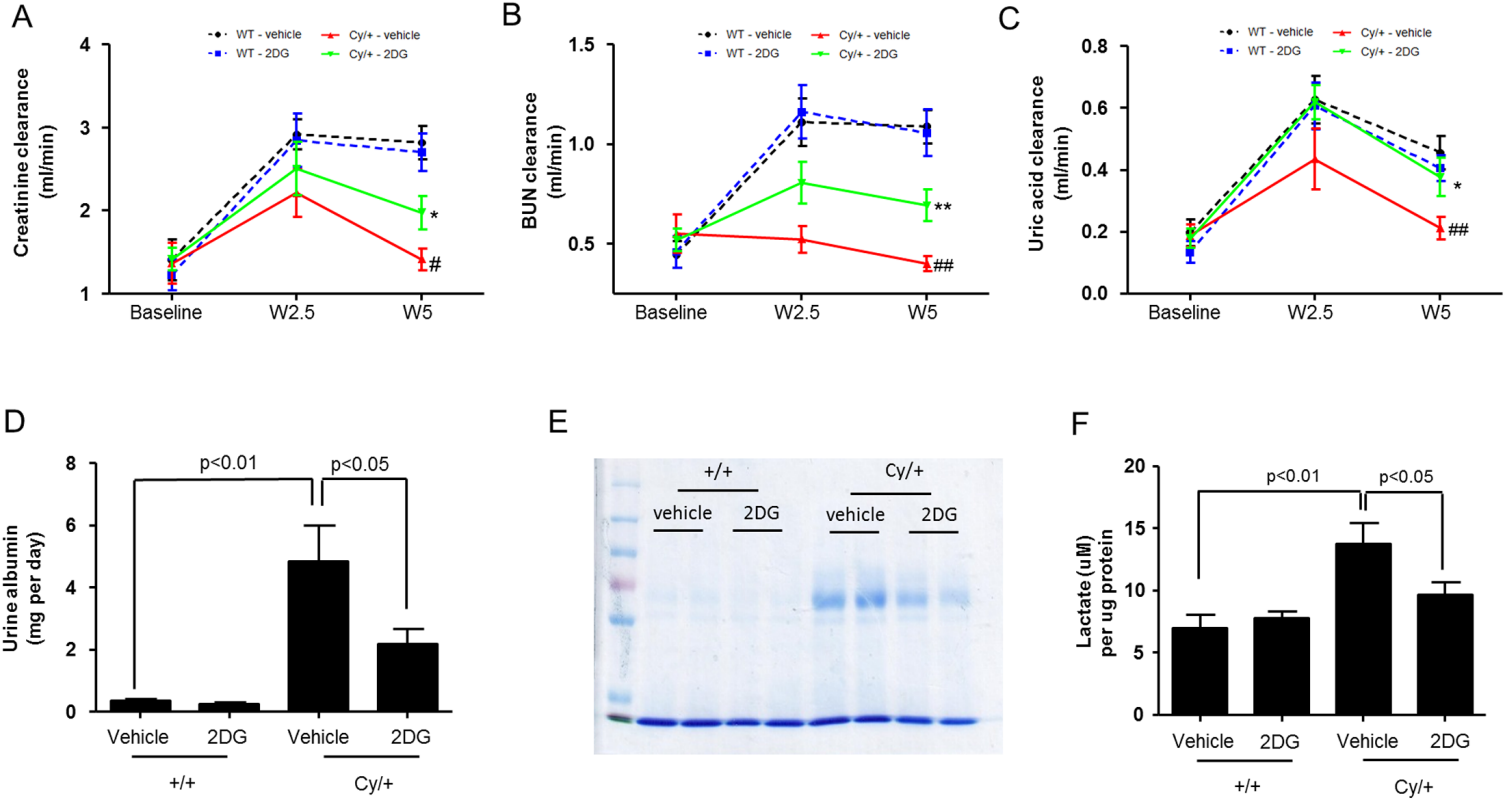
Effect of 2DG treatment on parameters of renal function. Measurement of (A) creatinine clearance, (B) BUN clearance, and (C) uric acid clearance, in +/+ and Cy/+ rats upon treatment with 2DG or vehicle at baseline, 2.5 weeks and 5 weeks. Black, +/+ treated with vehicle; blue, +/+ treated with 2DG; red, Cy/+ treated with vehicle; green, Cy/+ treated with 2DG. *P<0.05, **P<0.01 when comparing Cy/+ 2DG and Cy/+ vehicle at each time point. ^#^P<0.05, ^# #^ P<0.01 when comparing Cy/+ and +/+ group. (D) Urine albumin excretion in Cy/+ and +/+ rats after 5-week treatment with 2DG or vehicle. (E) SDS-polyacrylamide gel electrophoresis of urine samples from Cy/+ and +/+ rats after 5-week treatment with 2DG or vehicle. (F) Lactate content in the kidneys of Cy/+ and +/+ rats after treatment with 2DG or vehicle.

#### Effect of 2DG treatment on cell proliferation and apoptosis

To examine whether 2DG reduces cyst epithelial cell proliferation we stained kidney sections for Ki67 and found a marked reduction in Ki67-positive nuclei in the tubular epithelium of Cy/+ kidneys as compared to vehicle treatment (Fig 5A and 5B). We also tested for apoptosis, examining active caspase-3 expression by Western blot analysis of kidney tissues from the Cy/+ rats. We found no difference in the level of active caspase-3 expression after treatment with 2DG as compared to vehicle treatment (Fig 5C). These data suggest that 2DG limits cyst growth in Cy/+ rats by inhibiting cell proliferation rather than by promoting apoptosis in the cystic epithelium.

**Fig 5:**
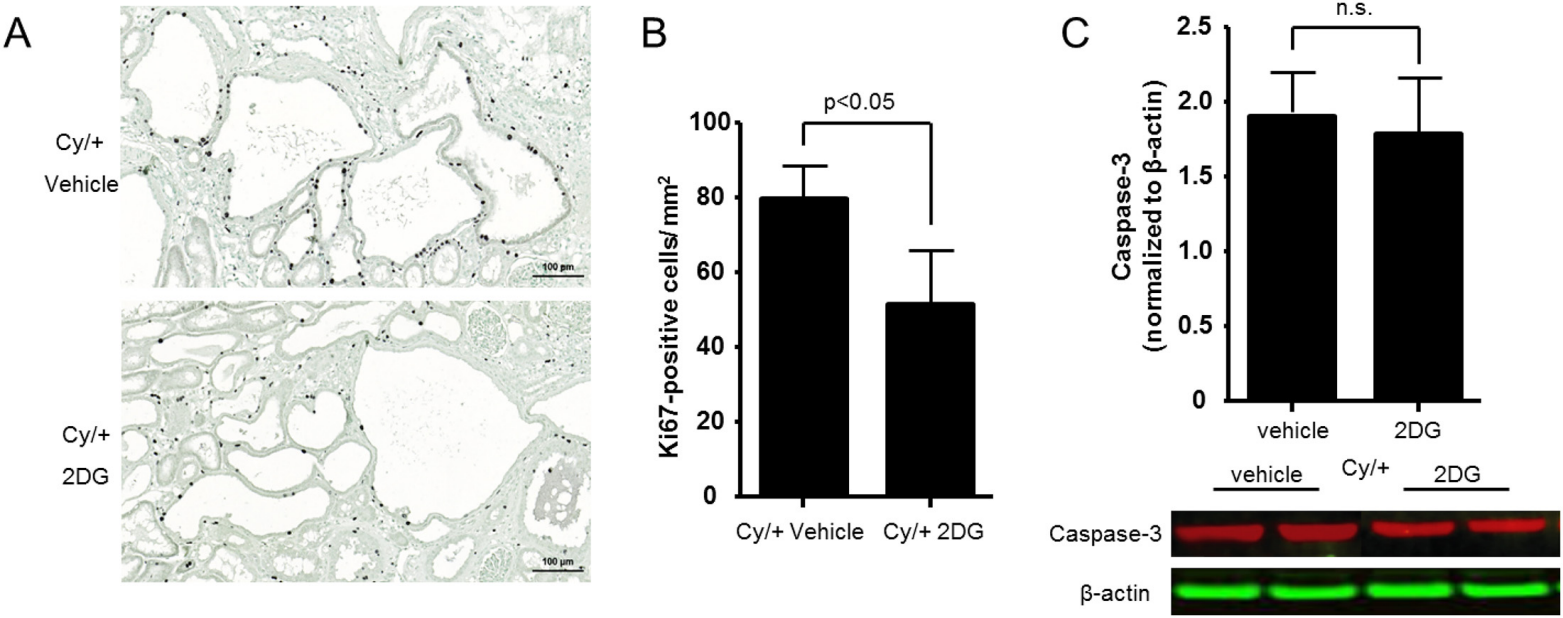
Effect of 2DG treatment on cell proliferation and apoptosis in Han:SPRD Cy/+ rats. (A) Representative images of Ki67 staining of cyst-lining epithelium in kidneys of Cy/+ rats treated with 2DG or vehicle. (B) Quantification of Ki67-positive nuclei in kidneys of Cy/+ rats after 5-week treatment with 2DG or vehicle. (C) Western blot analysis of active caspase-3 in kidneys from Cy/+ rats after treatment with 2DG or vehicle.

#### Effect of 2DG treatment on cellular signaling pathways

To further characterize the mechanisms of the increased glycolysis observed in Han:SPRD rats, we assessed the effect of 2DG on important signaling pathways that have previously been shown to be dysregulated in ADPKD. First, we examined the effect of 2DG on the phosphorylation of AMPK-α, an important negative regulator of mTOR, which has been shown to be reduced in PKD. Phosphorylation of AMPK-α was reduced in the kidney lysate from Cy/+ rats as compared to +/+ rats. Treatment with 2DG significantly increased AMPK-α phosphorylation in the kidneys of Cy/+ rats (Fig 6A). Next, we studied the effect of 2DG on the phosphorylation of two key kinases previously known to be activated in PKD, i.e. extracellular signal-regulated kinase (ERK; mitogen-activated protein kinase [MAPK] pathway) and p70 S6K (mTOR pathway). As shown in Fig 6B and 6C, phosphorylation of both ERK and p70 S6K were increased in the kidney of Cy/+ rats as compared to +/+ rats. Treatment with 2DG led to a significant reduction in the phosphorylation of ERK (Fig 6B), but there was no effect on the phosphorylation of p70 S6K (Fig 6C). Interestingly, 2DG treatment led to increased Akt phosphorylation (Fig 6D), which may likely explain the lack of an observable effect on p70 S6K as activation of Akt is known to counteract the effect of increased AMPK phosphorylation on p70 S6K activation.

**Fig 6:**
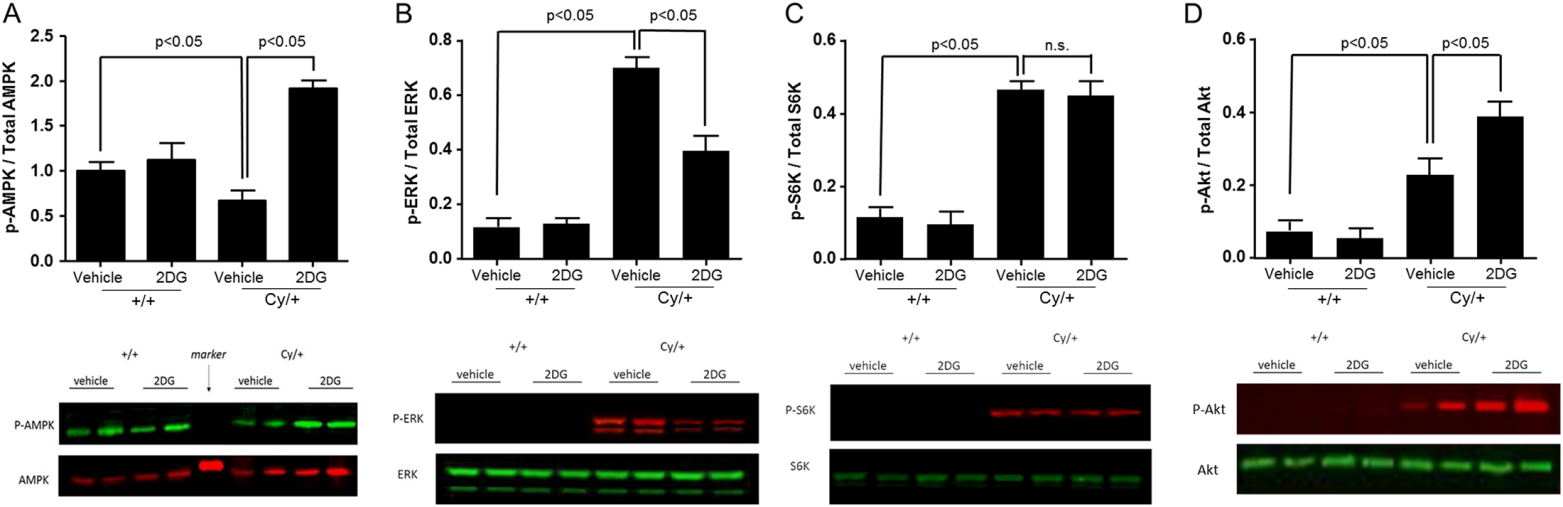
Effect of 2DG treatment on cellular signaling pathways *in vivo*. Measurements of phosphorylation levels of (A) AMPK, (B) ERK, (C) S6K, and (D) Akt using Western blot analysis in the kidneys of 10 week old +/+ and Cy/+ rats following 5-week treatment with 2DG or vehicle.

Previous studies have shown that activation of mTOR signaling is connected to enhanced glycolysis [18]. We therefore examined the effect of direct mTOR inhibition on the enhanced glycolysis which we observed in primary human cell cultures of ADPKD cells. Treatment with the mTOR inhibitor rapamycin (50 nM) reduced the enhanced mRNA expression of glycolytic genes (*Hk1*, *Hk2*, *Pkm2*) in ADPKD cells and also reduced the enhanced levels of lactate in the cell culture medium (Fig 7A–7D). In line with this, the expression of glycolytic genes and lactate production was also inhibited with the AMPK agonist metformin (2 mM), further emphasizing the importance of mTOR in glycolysis regulation (Fig 7A–7D).

**Fig 7:**
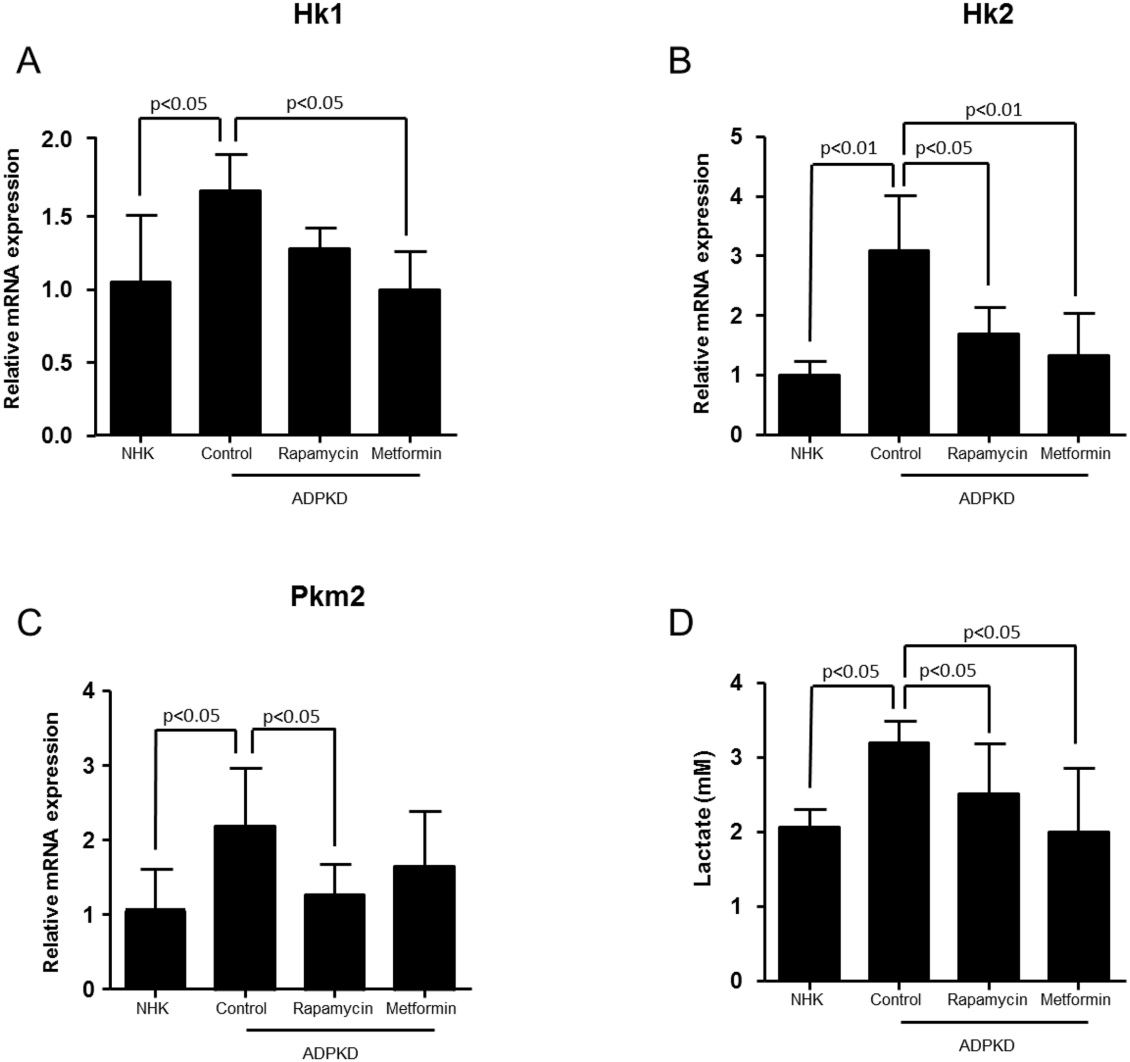
Effect of selected inhibitors on the glycolysis pathway *in vitro*. Real-time quantitative PCR analysis of the genes coding for glycolytic enzymes (A) Hk1, (B) Hk2, and (C) Pkm2 in primary cell cultures of human ADPKD cells following incubation with rapamycin (50 nM) or metformin (2 mM). (D) Lactate production in the supernatant of NHK and ADPKD cells, and response to inhibitors.

## Discussion

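Genes of glucose and lactate transport, of pyruvate dehydrogenase and its regulators and of the mitochondrial pyruvate carrier were mostly lower in Cy/+ kidneys. Of 11 hexose and lactate transporters tested, 8 were lower, 1 was higher and 2 did not pass the test, with a median log2 fold change of -1.07. Slc5a12, a lactate transporter gene of the proximal tubule, had a signal of 1116 ± 141 (SD, n = 3) in +/+ kidneys and was lower in Cy/+ kidneys (adjusted p = 0.000506 from limma), where its mean log2 signal lay below the threshold for testing, so that no exact fold is given. Slc16a1, the gene of the monocarboxylate transporter MCT1, had one of -3.06 (standard error 0.18, adjusted p = 3.09e-05 from limma), and Slc5a2, the gene of the glucose transporter SGLT2, one of -2.91 (standard error 0.32, adjusted p = 0.000226 from limma). The higher one was Slc16a3, which encodes the lactate exporter MCT4, at 0.79 (standard error 0.19, adjusted p = 0.00798 from limma). Of 12 genes of pyruvate dehydrogenase, its regulators and the mitochondrial pyruvate carrier, 8 were lower and 1, Pdp1, was higher. Among the lower were the carrier genes Mpc1 (-1.51) and Mpc2 (-1.61), the phosphatase gene Pdp2 (-1.77) and the kinase gene Pdk2 (-1.59). The list holds regulators beside the enzyme, so its counts give no direction of pyruvate use. In the pentose phosphate pathway, Pgd (0.56) and Rpia (0.33) of 6 genes tested were higher. Adjusted over the list alone, the counts were the same for the transporters and the pyruvate dehydrogenase genes, and 1 gene of the pentose phosphate pathway was higher. Rpia did not pass without any 1 of the +/+ arrays, and by the mean of its probe sets its sign changed. Without Cy/+ replicate 1, 2 transporters and 2 pyruvate dehydrogenase genes were higher. Slc5a2 and Slc5a12 are also among the proximal tubule markers.

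Tested as sets by camera, the glycolysis enzymes did not pass against the other genes (adjusted p = 0.871; its direction was down and that of fry, a test of the list by itself, was up at an adjusted p of 0.656), nor did the 5 outside Fig 1A (adjusted p = 0.617) or the pentose phosphate pathway (adjusted p = 0.998, with a median of -0.0081 and a mean of 0.093). The gluconeogenesis genes did not pass by camera (adjusted p = 0.0911, and 0.502 with an estimated correlation) and were lower by fry (adjusted p = 0.00157). They were tested without G6pc1, whose probe set, from a joint entry, had a log2 fold change of -4.23. The transporters (adjusted p = 0.0158) and the pyruvate dehydrogenase genes (adjusted p = 0.0022) were lower by camera. Neither passed with an estimated correlation (adjusted p = 0.502 for both), where no list did.

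Markers of kidney cell types differed between the genotypes in the same arrays. Slc34a3, Slc22a8 and Miox, all of the proximal tubule, had log2 fold changes of -4.25, -4.45 and -2.88, and the 20 markers of this segment were lower as a set by camera (adjusted p = 7.07e-07, and 0.502 with an estimated correlation). Of 9 markers of the thick ascending limb and distal convoluted tubule, Cldn16, Cldn19 and Ptger3 were higher and Egf, Calb1 and Kcnj1 lower, with a median log2 fold change of 0.14 and a mean of -0.17. Of 12 collecting duct markers, Aqp4 was higher (2.28) and Slc26a4 lower (-1.13), and without Cy/+ replicate 1 there were 9 that were higher. Of 6 podocyte markers, 4 were lower, among them Nphs1 (-1.30) and Podxl (-1.08), and 2 were higher, Synpo and Cdkn1c, of which none passed without +/+ replicate 2 and 1 passed without Cy/+ replicate 2, Cy/+ replicate 3, +/+ replicate 1 or +/+ replicate 3. Of 9 endothelial markers, 6 were lower and none was higher, with Vwf at -1.94 and Emcn at -1.58. Adjusted over the list alone, the counts of these 5 marker lists were the same. By camera the endothelial markers were lower (adjusted p = 0.00576, and 0.502 with an estimated correlation), and the markers of the thick ascending limb and distal convoluted tubule (0.789), of the collecting duct (0.998) and of podocytes (0.235) did not pass.

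**Figure D2:**
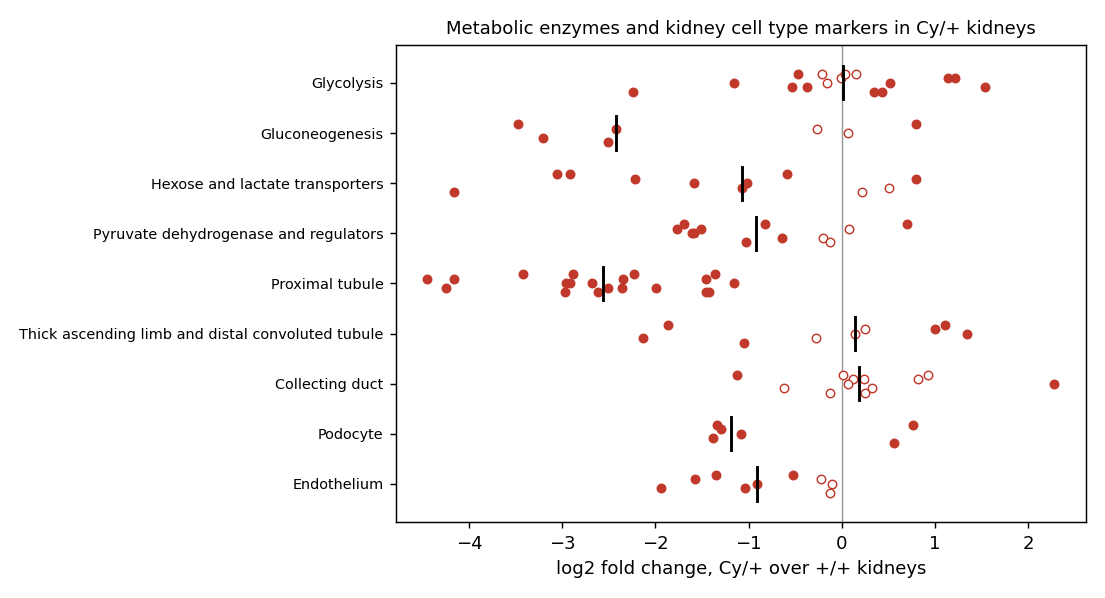
Log2 fold change of each tested gene, Cy/+ over +/+ kidneys, in 4 lists of metabolic genes and 5 lists of kidney cell type markers, with filled points for genes past the threshold of limma's adjusted p, open points for the others and a bar at the median of each list. The 20 proximal tubule markers lie from -4.45 to -1.16, and the glycolysis enzymes lie on both sides of 0.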

In the present study we show that Han:SPRD Cy/+ rats display increased transcript levels for glycolysis enzymes and decreased transcript levels for gluconeogenesis enzymes in the kidney. Lactate and ATP levels were also increased in the kidneys and in TEC cultures of Cy/+ rats compared to wild type +/+ kidneys. Similar findings were obtained in cultured TEC derived from patients with ADPKD. Importantly, administration of 2DG, a glycolytic inhibitor, retarded cyst progression, improved renal function in Han:SPRD Cy/+ rats and was associated with reduced intrarenal lactate levels and normalization of altered signaling pathways. Taken together our data suggest that in PKD there is metabolic reprogramming towards enhanced aerobic glycolysis, a phenomenon which is known as the Warburg effect, after its discoverer Otto Warburg.

Recently, Rowe et al. reported that mutation of *Pkd1* results in enhanced glycolysis in a mouse model of PKD and in kidneys from patients with ADPKD [8,19]. Metabolomic profiling of the cell culture medium of *Pkd1*-deficient mouse embryonic fibroblasts showed increased glucose uptake and lactate production. The authors also found that treatment with 2DG delayed cyst growth in two rapidly progressive mouse models of PKD. However, the duration of the treatment with 2DG was extremely short (2 days), which does not account for the slowly progressive nature of the disease. In addition, the effect of 2DG on renal function could not be assessed due to the rapidly progressive nature of the models. More recently, Chiaravalli et al. used an orthologous and slowly progressive murine PKD model created by inducible inactivation of the Pkd1 gene postnatally and found that 2DG also had beneficial effects on cyst growth at a lower dose (100 mg/kg for 5 days per week for 2 months) [20].

Increased glycolysis has been previously reported in proliferating cells which require altered metabolism to efficiently incorporate nutrients such as glucose into biomass. Cancer cells, for instance, primarily metabolize glucose by glycolysis, whereas most normal cells completely catabolize glucose by oxidative phosphorylation [21]. This shift to aerobic glycolysis with increased lactate production, coupled with increased glucose uptake, is likely used by proliferating cells to promote the efficient conversion of glucose into the macromolecules needed to construct a new cell [22].

It has been shown that the Warburg effect is associated with defective mitochondrial respiration in the context of a hypoxic environment [23]. Similar to cancer cells, cyst epithelial cells in polycystic kidney disease are exposed to hypoxia and display mitochondrial dysfunction [24,25,26,27]. Furthermore it has been shown that cyst epithelial cells display a high rate of apoptosis, a process which is tightly regulated at the level of mitochondria [28]. Increased apoptosis in polycystic Han:SPRD rat kidneys was shown to be due to the activation of caspase-3 and dysregulation of the balance between pro- and anti-apoptotic Bcl-2 family members, specifically a down-regulation of anti-apoptotic Bcl-XL [29]. Zamzami et al. have shown that apoptosis is closely related to mitochondrial impairment [30]. There is also a high level of mitochondrial DNA (mtDNA) damage in apoptotic cells [31]. It is therefore conceivable that damage to the mtDNA would cause malfunction in the respiratory chain in PKD, forcing the cyst epithelial cells to use the aerobic glycolysis pathway to generate ATP.

The glucose analog 2-deoxyglucose (2DG) acts as a competitive inhibitor of glucose metabolism.[32] Upon transport into the cells, 2DG is phosphorylated by hexokinase to 2DG-P. However, unlike G-6-P, 2DG-P cannot be further metabolized by phosphohexose isomerase, which converts G-6-P to fructose-6-phosphate [33]. Thus 2DG-P is trapped and accumulates in the cells, leading to inhibition of glycolysis mainly at the step of phosphorylation of glucose by hexokinase. Inhibition of this rate-limiting step by 2DG causes a depletion of cellular ATP, leading to blockage of cell cycle progression and cell death *in vitro* [34]. The anti-tumor effect of 2DG has been well characterized in animal models and human clinical trials [35,36,37]. The feasibility of using a glycolytic inhibitor in a defined and progressive rat model of PKD has not been tested yet. In the current study, we investigated the therapeutic potential of 2-deoxyglucose (2DG) in Han:SPRD Cy/+ rats, a well-known animal model of PKD which develop slowly progressing renal cysts resembling human ADPKD.

A major complication of polycystic kidney disease is the deterioration of renal function. Glomerular filtration rate (GFR) significantly decreases towards the later stage of the disease, requiring the patients to initiate renal replacement therapy. Delaying the loss of renal function has therefore been a major therapeutic aim in PKD. In our study we show for the first time that 2DG improved different parameters of renal function (clearances for creatinine, BUN and uric acid). 2DG also ameliorated albuminuria, a common biomarker of altered and progressively deteriorating renal function in PKD. Taken together our data suggest that 2DG or related molecules may have a beneficial therapeutic potential for patients with ADPKD.

Interestingly, we observed that either direct inhibition of mTOR signaling using rapamycin or indirect inhibition using the AMPK agonist metformin reversed the glycolytic phenotype in ADPKD cells *in vitro*. Furthermore, we found that phosphorylation of ERK1/2 was significantly reduced in Cy/+ upon treatment with 2DG, which likely explains the observed effect of 2DG on cell proliferation. Interestingly, treatment of 2DG did not affect the phosphorylation status of S6K which is highly enhanced in Cy/+ kidneys as compared to wild-type rats. This could be explained by 2DG-mediated activation of the survival signal PI3K/Akt pathway, which counteracts the effect of 2DG via ERK and AMPK. As previously described, mTOR functions as a central node in a complex net of signaling pathways; it integrates signals from the Akt, ERK, and AMPK pathways and plays an important role in regulating protein biosynthesis, cellular growth, and proliferation [38,39]. Fig 8 summarizes the various signaling pathways involved in the regulation of glycolysis in ADPKD that have been investigated in this study.

**Fig 8:**
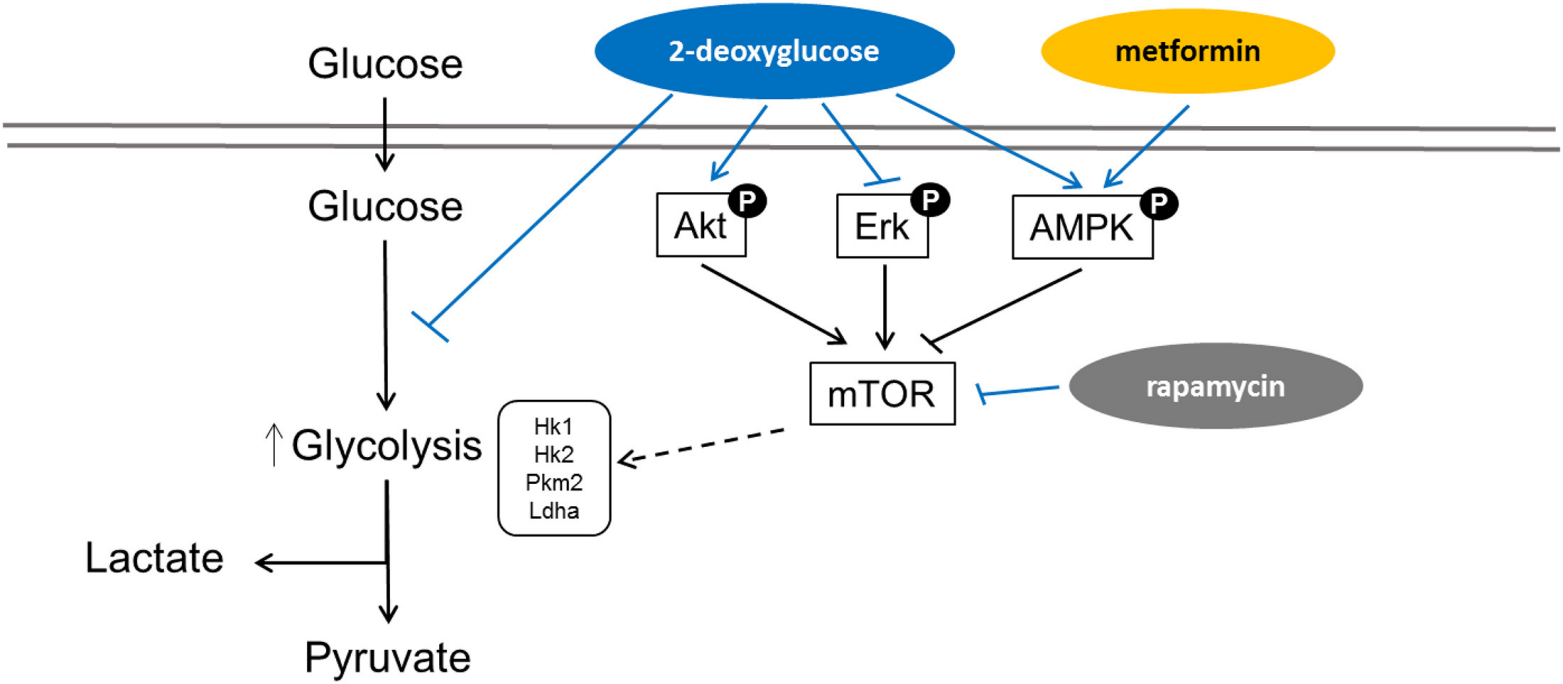
Schematic diagram showing the interplay of various signaling pathways involved in the regulation of glycolysis in polycystic kidney disease.

Taken together, our results show that the cystic kidneys of Han:SPRD Cy/+ rats display enhanced aerobic glycolysis which likely plays an important role in the pathogenesis of PKD. The administration of 2DG, a potent glycolytic inhibitor, markedly delayed the loss of renal function and retarded cyst development Han:SPRD Cy/+ rats with PKD. Targeting the glycolytic pathway may therefore present a novel therapeutic strategy to control cyst growth in polycystic kidney disease.

How the deposited data were processed for this re-analysis (not part of the article)

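Kidney tissue of 3 Cy/+ and 3 +/+ male Han:SPRD rats was measured on rat genome oligonucleotide arrays, 1 array per sample. The authors made biotin-labeled cRNA from 5 μg of total RNA with a one-cycle protocol, scanned the arrays and analysed the images with GCOS 1.2, and the submitters' notes name MAS5. The deposited values are signal intensities on a linear scale, 1 per probe set. The values do not settle the exact scaling between arrays, since the trimmed means are close but not equal and no signal lies below 10.65. Detection calls were not used here. The number of arrays limits the precision of every value.

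The values were taken to log2 without a pseudocount or further scaling. Of 31099 probe sets, 57 are control probe sets and were left out of the tests. A probe set was tested if its mean log2 signal over the 6 arrays was at or above the 40th percentile of those means (log2 signal 6.28), which left 18625. Gene symbols come from the platform annotation, updated through Entrez gene IDs with a table of the rat assembly GRCr8, which was used for names only and matched 20764 probe sets. One symbol was given for 20832 probe sets, several for 436 and none for 9831, which are unnamed here. Probe sets with several symbols were not used to name a gene, except in an alternative that names them through their accession. Each of the 10645 genes with a tested probe set was represented by the one of highest mean signal.

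Cy/+ and +/+ arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), with no covariate, and p-values were adjusted by Benjamini-Hochberg over all tested probe sets, with a threshold of 0.05. A fold change is Cy/+ over +/+. Gene lists were tested with camera at a preset correlation between genes of 0.01, adjusted over 28 lists, and again with an estimated correlation and with fry. The lists cover enzymes and transporters of glucose metabolism, the genes of Fig 1A and of each colour of Fig 1B, mitochondrial metabolism, glutamine, hypoxia, proliferation, apoptosis, signaling, cystic disease genes, tubular injury and markers of cell types. The genes named in the text are those of Fig 1A and 1B and of the kidney PCR, Anks6 and Actb. Also named are the 10 of largest change each way among genes past the threshold whose arrays lay apart. For these genes both genotype means had to reach the filter threshold. A further group is the 5 of brightest signal each way, past the threshold, whose dimmer genotype had a mean log2 signal below that of the filter. For this group the brighter mean over 77.8 is given. Named too are members of each list with small adjusted p. Other members of a list that are named were chosen after their values were seen. Anks6 had no probe set named for it alone and was not analysed here.

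The fit was tested on simulated arrays built from the real means and spread, with 18625 probe sets of which 50 were changed at each size. It recovered 36% of the 1.5-fold changes, 80% of the 2-fold, 94% of the 4-fold and 98% of the 8-fold changes, with 4 false calls. The simulated share of changed probe sets was far below the 67.1% called in the data. These rates therefore do not give the recovery or the false calls of the reported results. Alternatives changed 1 choice at a time: quantile normalization, centring on the median, a floor, a pseudocount of 16, no filter, a filter at the 60th percentile, no intensity trend, array quality weights, the methods' test per probe set, the replicate number as a block, the mean of a gene's probe sets, leaving out probe sets that can bind several transcripts, and leaving out each array in turn. Naming through accessions and a minimum of 2-fold were added after the data were seen. The human cells, the primary cultures, the PCR and the 2DG experiments of the study were not analysed here.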

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

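The tests of spiked-in controls, of other groupings of the arrays and of the Gapdh control probe sets, and the use of fry on the endothelial markers, were chosen after the result was seen. The paper does not report array signals of the spiked-in control probe sets or of genes outside glucose metabolism, and these signals raise the following points. The hybridization controls had a median of 1.83-fold and the poly-A controls one of 3.82-fold over the +/+ arrays. Of genes past limma's threshold, 269 were higher in Cy/+ kidneys with a +/+ mean log2 signal below the threshold for testing. Another 195 were lower with a Cy/+ mean log2 signal below it. By signal the higher genes were led by Pla2g2a, which encodes a secreted phospholipase, at least 26.2-fold higher in Cy/+ kidneys, Car3, at least 21.4-fold higher, Klf5, an epithelial transcription factor gene, at least 13.8-fold higher, and Eppk1 and Muc4, which encode epiplakin and a mucin, both at least 12.4-fold higher.

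The first pattern is that 67.1% of the tested probe sets differed between the genotypes, with 74.8% having all 3 arrays of one genotype apart from the other where chance gives 10%. All 42 spiked-in control probe sets, which hold no rat RNA, lay apart by genotype (100%), so array processing that differed along with the genotype may account for part of the calls. No source used here gives a batch, and array processing and genotype cannot be told apart for the size of this count. The real grouping called 12491 probe sets and the highest of the others 0, but the 6 arrays give only 10 groupings (1 as large, the real one included), too few for a share under 0.05. The disease itself stays open as an untested biological explanation.

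The second pattern is that 4 of the 7 gluconeogenesis genes and all 20 proximal tubule markers were lower in Cy/+ kidneys. The transporter gene Slc37a4 is among the 4. Of the other gluconeogenesis genes, Pck2 was higher and 2 did not pass. The list, tested without G6pc1, did not pass by camera (adjusted p = 0.0911). Stronger 3' bias alone, or other array processing whose effect does not follow cell type, would lower markers of the other kidney cell types alike, but the median of the proximal tubule markers lay -2.44 from that of the 4 other types on the log2 scale (permutation over genes, p = 1e-04, the smallest these permutations can give), and their own median was -2.49 with quantile normalization. A lower share of proximal tubule cells alone would raise the endothelial markers, but these had a median log2 fold change of -0.91 (fry adjusted p = 0.00731, camera adjusted p = 0.502 with an estimated correlation). The endothelial list was picked as the falling one with the smallest p. Podocyte markers had a median of -1.19. Markers of the thick ascending limb and distal convoluted tubule (0.14) and of the collecting duct (0.18) had medians above 0. Without Cy/+ replicate 1 there were 9 higher collecting duct markers, against 1 with all arrays. The differences between the medians of the 4 other types did not pass a permutation over genes (p = 0.121). Both permutations take genes as independent. By camera with an estimated correlation the proximal tubule markers did not pass (adjusted p = 0.502), and neither did any other list. A lower share together with a change in other cell types and lower expression within proximal tubule cells stay open, and neither was tested.

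The third pattern is that the Gapdh control probe sets were lower in Cy/+ kidneys, in each scaling tried. The 3' over 5' ratio of Gapdh differed by 0.65 on the log2 scale, against a spread between arrays of 0.065, so stronger 3' bias of the RNA or the labeling may account for part of the fall. The 3' probe set fell as well, by 0.34, which leaves room for a lower level of the transcript. The same bias may bear on other modest changes such as that of the probe set that represents Pgk1 (-0.37), which was not tested. The second tested probe set of Pgk1 gave a log2 fold change of -0.90 (adjusted p = 0.00037 from limma).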

How the results depend on the processing

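The minimum of 2-fold and the naming through accessions were chosen after seeing the data. Of 136 named genes, 124 passed the threshold, and single settings ended between 0 and 4 of these calls and added between 0 and 3. By the mean of a gene's probe sets the Rpia log2 fold change was -0.047 and the Glis2 log2 fold change -0.25, a change of sign. The stricter filter gave a value for 112 of the named genes. The floor, no intensity trend, leaving out probe sets that can bind several transcripts and naming through accessions moved no count by over 1.5 times and changed no call of a named gene that had a value, which without such probe sets were 134, Hbb and Podxl having none. The count of probe sets higher in Cy/+ lay between 4645 (stricter filter) and 7814 (no filter), and that of probe sets lower in Cy/+ between 3976 and 8309 in the same settings, apart from the mean of a gene's probe sets, with 3672 and 3455 since fewer tests are made, and the minimum of 2-fold, with 2379 and 2025. The methods' test called 6550 higher and 5900 lower unadjusted and 5977 and 5392 after Benjamini-Hochberg. With the replicate number as a block, 6293 were higher and 5340 lower; the numbers do not pair the samples, since the deviations of same-numbered arrays correlated at 0.147, -0.11 and -0.151 and those of other numbers at up to 0.235. The median of the glycolysis enzymes was 0.12 with quantile normalization and changed sign to -0.11 with centring and -0.16 with the stricter filter, and lay between -0.019 and 0.049 without 1 array; that of gluconeogenesis lay between -2.51 and -1.86 without 1 array. The 3' over 5' differences of beta-actin, Gapdh and hexokinase were 0.91, 0.56 and 0.051 with quantile normalization, and that of hexokinase was 0.20 with the pseudocount. Signal near background, for which no detection calls were used, limits genes such as Hk2. Where no cause is named, the cause was not tested.

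The following counts of list members past the threshold moved by over 1.5 times. Quantile normalization gave 3 lower glycolysis enzymes, 1 higher black gene of Fig 1B, 1 higher and 1 lower gene of the pentose phosphate pathway, 1 lower cystic disease gene and 2 higher collecting duct markers. Centring gave 2 lower black genes, 1 higher and 2 lower genes of the pentose phosphate pathway, 1 lower cystic disease gene and 1 higher podocyte marker. Without a filter there were 2 higher transporters, 1 higher gene of the pentose phosphate pathway and 2 lower proliferation genes. The stricter filter, which tests fewer genes, left 0 higher and 5 lower transporters, 0 higher pyruvate dehydrogenase genes, 1 higher glutamine gene, 3 lower hypoxia genes, 4 higher proliferation genes, 1 higher and 1 lower apoptosis gene, 1 higher cystic disease gene, 2 lower podocyte markers, 0 lower myeloid markers, 0 higher lymphocyte markers, and 0 higher and 1 lower gene of blood, fat, muscle and adrenal. Array weights gave 2 higher transporters, 1 lower cystic disease gene and 4 higher collecting duct markers, and the block gave 2 higher transporters and 3 higher collecting duct markers. The methods' test gave 1 higher gene each of the pentose phosphate pathway and hypoxia, 1 higher podocyte marker (0 after adjustment), 0 lower myeloid markers and, after adjustment, 1 higher marker of the thick ascending limb. The mean of a gene's probe sets gave 2 lower black genes, 1 higher gene of the pentose phosphate pathway, 5 lower apoptosis genes, 1 lower cystic disease gene and 1 higher podocyte marker. The minimum of 2-fold left 3 higher and 2 lower glycolysis enzymes, 0 higher gluconeogenesis enzymes, 2 higher and 3 lower genes of Fig 1A, 2 red, 2 green and 0 black genes, 6 lower genes of the TCA cycle, 11 of oxidative phosphorylation and 9 of beta-oxidation, 7 higher proliferation genes, 1 higher and 1 lower signaling gene, and 0 in the other lists with moved counts. Without 1 array the counts lay at 0 to 1 for higher black genes, lower cystic disease genes, lower myeloid and lower lymphocyte markers, 1 to 2 for higher transporters, pyruvate dehydrogenase, pentose phosphate and blood, fat, muscle and adrenal genes, 1 to 3 for higher hypoxia genes, 0 to 4 for lower apoptosis genes, 2 to 4 for lower signaling genes, 1 to 9 for higher collecting duct markers and 0 to 2 for higher podocyte markers. With an estimated correlation, 13 list calls of camera were lost, with an adjusted p of 0.502, or 0.628 for the matrix genes and myeloid markers. These were all the list calls that camera had made, so this setting cannot tell 1 list from another. Fry, which does not compare a list with other genes, passed where camera did not for gluconeogenesis (0.00157), glutamine (0.0138), signaling (0.000958), cystic disease genes (0.0325), podocyte (0.0189) and lymphocyte (0.0166) markers and blood, fat, muscle and adrenal genes (0.00172), and for apoptosis (0.0138) with the direction up where that of camera was down. The block in camera changed no call.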

Differences from the paper's values

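For kidney transcripts that the paper measured by PCR relative to beta-actin (Fig. 1C, read by eye), the array ratios of Cy/+ to +/+ are on the same linear scale but come from another assay, the paper's errors are SEM, and the arrays were not scaled to beta-actin. For Fbp1 the paper's ratio is about 0.46 in Fig. 1C, read by eye, and the array ratio is 0.0903, and it differed by the same criterion under every alternative set before the data were examined, with a ratio of 0.139 without Cy/+ replicate 2. For Hk2 the paper's ratio is about 1.9 in Fig. 1C, read by eye, and the array ratio is 1.03, the same with no filter, the only alternative that gives it a value. Both Hk2 means lie below the threshold for testing, so this ratio may be one of background signals and is no test of the paper's (adjusted p = 0.676 with no filter). The array ratios of Hk1 (2.21) and Ldha (1.43) lay within 1.5 times the paper's in every such alternative. The Fbp2 mean in Cy/+ kidneys lies below the threshold for testing, so its ratio is no test of the paper's.

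Of the genes that the paper shows in red, 5 of the 6 tested were higher in Cy/+ kidneys by limma, and of those in green, 4 of the 5 tested were lower. The paper shows Slc2a1 as upregulated, and its adjusted p was 0.0759; it passed with array quality weights, with the replicate block and without Cy/+ replicate 1. Fbp2 is shown as downregulated, and its log2 fold change of -0.27, from a Cy/+ mean below the threshold for testing, had an adjusted p of 0.167 and passed in no setting that tested it. Ldhb is shown as unchanged, and it was lower, with a log2 fold change of -0.54 (adjusted p = 0.0068). Pfkm is shown as unchanged, and it did not pass by its brightest probe set but was lower with arrays centred on the median (-0.34) and by the mean of its probe sets (-0.54). For Hk1, shown as upregulated, the probe set of highest signal was higher, the control probe set of the middle of the transcript was lower, at -0.66, and those of the 3' and 5' ends did not pass (adjusted p = 0.385 and 0.838).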

Other observations

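No test in this part was chosen after the results were seen. Genes of mitochondrial energy metabolism were lower in Cy/+ kidneys. Of 14 genes of the TCA cycle, 13 were lower and none was higher, among them Sucla2, with a log2 fold change of -1.48 (standard error 0.11, adjusted p = 4.94e-05 from limma), and Sdha, at -1.20. Of 45 nuclear genes of oxidative phosphorylation, 41 were lower and none was higher, with a median of -0.72 and Ndufb6 and Ndufb8 at -1.55 and -1.49. Of 21 genes of fatty acid beta-oxidation, 19 were lower and none was higher, among them Etfdh (-2.10), Acaa2 (-1.66) and Ehhadh, which encodes a peroxisomal enzyme (-3.28). Adjusted over the list alone, the counts were again 13, 41 and 19. By camera all 3 lists were lower (adjusted p = 1.05e-05, 1.28e-11 and 6.38e-08). None passed with an estimated correlation (adjusted p = 0.502 for each), where no list did. These transcripts are abundant in the proximal tubule, whose markers had a median of -2.56 in the same arrays. Of 8 genes of glutamine and asparagine metabolism, Asns (0.94) and Gpt2 were higher and Glul, Glud1 and Got1 (-1.46) lower. Of 15 hypoxia-inducible genes outside glycolysis, 5 were lower, among them Ankrd37 (-2.45), Bnip3 (-1.39) and Vegfa (-1.14), and 3 were higher, Ddit4, P4ha2 and Egln3, of which 1 passed without +/+ replicate 1. The median of the glutamine genes was 0.072 and their mean -0.28, and the median fell below 0 with arrays centred on the median.

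All 17 tested genes of tubular injury and dedifferentiation were higher in Cy/+ kidneys, with a median log2 fold change of 2.69. Lcn2, which encodes the injury marker NGAL, had a signal of 4599 ± 361 (SD, n = 3) in Cy/+ and 135 ± 29.9 (SD, n = 3) in +/+ kidneys, a log2 fold change of 5.11 (standard error 0.16, adjusted p = 1.36e-05 from limma), and Havcr1, which encodes KIM-1, one of 5.10. Clu and C3 were higher by 3.24 and 3.49. Of 21 fibroblast and matrix genes, 18 were higher and none was lower, with Col1a1 at 3.98 and Lox at 2.46. Of 16 macrophage and myeloid markers, 14 were higher, with Cd14 at 2.15, and Cx3cr1 was lower, a call that was lost without any 1 of the +/+ arrays. Of 5 lymphocyte markers, 4 were higher, among them Cd3e, whose +/+ mean lay below the threshold for testing, and Cd4 did not pass (-0.058). Of 19 proliferation genes, 12 were higher, with Mcm6 at 2.14 and Cks2 at 1.55, and Kif11 was lower (-1.59). By camera the injury genes (adjusted p = 9.16e-08), the matrix genes (0.00023), the myeloid markers (0.00502) and the proliferation genes (0.00478) were higher as sets, and with an estimated correlation the adjusted p was 0.502, 0.628, 0.628 and 0.502. Of 8 apoptosis genes, Casp8 (1.87) and Bak1, whose +/+ mean lay below the threshold for testing, were higher and Casp9 and Bcl2 lower, of which neither passed without +/+ replicate 3 and 1 passed without +/+ replicate 1 or +/+ replicate 2; the median of this list was -0.13 and its mean 0.27. Of 17 genes of AMPK, mTOR, Akt and ERK signaling, 7 were higher, among them Akt1 (0.97), Eif4ebp1 (1.06) and the AMPK subunit genes Prkaa1 (0.63) and Prkag1 (0.29), and Prkaa2, another AMPK subunit gene (-1.82), and Mtor (-0.31) were lower. Of 7 cystic disease genes, Pkd1 (0.78), Ift88 and Glis2 were higher, and Glis2 changed sign by the mean of its probe sets. Of 6 genes of blood, fat, muscle and adrenal, 4 were lower, with the globin gene Hbb at 746 in Cy/+ and 8624 in +/+ kidneys and a log2 fold change of -3.53, and Cfd was higher. Without Cy/+ replicate 1 there were 4 lower apoptosis genes, 4 lower signaling genes, 1 lower cystic disease gene, 1 lower lymphocyte marker and 2 higher genes of blood, fat, muscle and adrenal. By camera the lists of glutamine (adjusted p = 0.51), hypoxia (0.33), apoptosis (0.907), signaling (0.31) and cystic disease genes (0.545), lymphocyte markers and blood, fat, muscle and adrenal genes (0.131 for both) did not pass. Adjusted over the list alone, the counts of all lists in this paragraph, and of the glutamine and hypoxia genes, were the same.

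Among the genes with the largest changes, Krt19 (log2 fold change 4.92) is 1 of the 17 injury genes, and the others given here were outside these lists. Higher in Cy/+ kidneys were Gabrp (5.03), Smoc2 (4.24), Gpx2 (4.17), Ccl21 (4.01), Gpnmb (3.80) and Slc34a2 (3.55), a phosphate transporter gene. Lower were Spp2 (-5.72), Gba3 (-4.79), Adh1c (-4.61), Slc22a25 (-4.58), Sult1c2 (-4.22), Nox4, the gene of a kidney NADPH oxidase (-4.18), Pzp (-4.16) and Nat8f3 (-4.14). Among genes whose Cy/+ mean log2 signal lay below the threshold for testing, Acmsd was at least 44.9-fold, Ddc at least 33.8-fold, Serpinc1 at least 24.3-fold, Akr1c1 at least 23.7-fold and Cyp2c11 at least 21.5-fold lower in Cy/+ kidneys. The probe sets given jointly to Actb and its relatives went apart, at 0.48 and -0.038.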
